A study of Mus musculus with 189 samples.

How the data were processed

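The data were RNA sequencing profiles of 189 single cells from the peritoneal cavity of 4 female C57BL/6 mice. The labels placed 94 cells in a group of mature mast cells and 95 in a group of basophil-mast cell progenitors (BMCPs), cells described by that name as precursors of both lineages. That name is the cell type label. The titles and count columns of the same cells read MCP with a number, and this number is the BMCP number used below. Both groups were sorted as live lineage-negative cells positive for c-Kit and the high-affinity IgE receptor. Mature mast cells had low surface integrin β7 and high side scatter, and BMCPs had high integrin β7 and low side scatter.

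Per the labels' protocols, cells were sorted into 2 plates of 96 wells, poly(A) RNA was reverse transcribed from oligo-dT, and cDNA was amplified with 23 PCR cycles. Synthetic ERCC spike-in RNA was added to every well. Tagmented libraries carried the indices of a pair of kits, were pooled by kit and were sequenced in a single lane as 50 bp single-end reads. The protocol used no molecular identifiers, so PCR copies of a molecule were counted as separate reads.

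The deposited table held raw read counts per gene, made with HTSeq by its summary rows, with a column for each cell. The values were whole numbers with different totals per cell, and no normalization had been applied. The aligner, the counter's version, the genome build, the annotation release and whether counting used the strand are not stated. The table had 46078 gene rows, 92 ERCC rows and 5 summary rows. The summary row for reads aligned to several places was 0 in every cell. How reads shared between near-identical genes were treated therefore cannot be told from the counts. In the pooled kept cells, 12.5% of the table's reads from mature mast cells and 16.2% from BMCPs had no feature, 2.97% and 3.24% were ambiguous, and 13.1% and 14.9% were not aligned. Summary and ERCC rows were left out of library totals. Members of gene families, such as Mcpt1, Mcpt2, Mcpt4, Mcpt8, Mcpt9, Tpsb2, Mrgprb1 and Mrgprb2, and genes that overlap others are uncertain for these reasons.

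Gene symbols and coordinates came from GENCODE release M21 on GRCm38, which matched 45229 of the 46078 gene identifiers (98.2%). Unmatched identifiers carried 0.0973% of reads. The coordinates are those of GRCm38 and not of the authors' build, which is not stated.

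A cell was kept with at least 100000 reads on endogenous genes, at least 1000 detected genes, at most 20% of endogenous reads on mitochondrial genes and at most 50% ERCC reads. This left 94 mature mast cells and 93 BMCPs. Doublets were not called, since each well was sorted to hold a single cell. No 2 cells had identical counts.

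The labels name 4 mice but assign no cell to a mouse, so each group was treated as 1 pooled sample. No test was made, and no p-value, standard error or count of changed genes was computed from cells. Counts were summed over the kept cells of a group and divided by the summed endogenous reads to give CPM (reads of a gene scaled to a fixed library total). Group ratios were log2 of mature CPM + 1 over BMCP CPM + 1. Pooled counts were given exact Poisson intervals and shares of cells exact Clopper-Pearson intervals, both at 95%. The Poisson intervals, and the limit of 3 reads used for a count of 0, cover counting error only. They leave out differences between cells, mice or amplification reactions. The Clopper-Pearson intervals treat cells as independent draws and leave out differences between mice. Overlap of such intervals, or its lack, is therefore no test between the groups.

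A total of 17 gene lists was fixed before the data were examined, to which the 87 cytosolic ribosomal protein genes matched by symbol were added by the same plan. The lists were sort markers, mast cell granule, mucosal mast cell, basophil, progenitor, transcription factors, S phase, G2/M phase, immediate early, macrophage, B cell, T cell, eosinophil, neutrophil, erythroid, Y chromosome and X inactivation. A natural killer (NK) cell list of 8 genes and a list of 3 integrin genes were written after the data were seen and before their values were computed. A list's median log2 ratio used its genes with at least 5 CPM in either group and was given only for 3 or more such genes. Its percentile was taken among 10000 random lists of the same size matched on mean expression.

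Genes detected per cell and G2/M genes per cell were counted after thinning every cell to 100000 endogenous reads, which left out no kept cell. A cell was counted as G2/M-rich with at least 10 list genes. Principal components were computed on log2(CPM + 1) of the 1000 most variable genes detected in at least 10% of kept cells. Neighbours were the 10 nearest cells on 10 components.

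Genes were named by a rule fixed before the data were examined. It took the 10 largest log2 ratios in each direction among genes with at least 50 CPM in the higher group and a read in at least 50% of that group's cells, all genes of the lists of sort markers, mast cell granule, mucosal mast cell, basophil, progenitor, transcription factor, X inactivation and Y chromosome genes, and the 3 most abundant genes of each other list. Cut-offs of 50 reads, 100 CPM, 1000 CPM and 10000 CPM for counting cells were chosen after the values were seen.

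The alternatives were no cell filter, a stricter cell filter, the mean of per-cell CPM, TMM scaling of the pooled profiles, totals without the granule list, scaling to ERCC reads, other pseudocounts, other minimum CPM, leaving out the 5 deepest cells of each group, and other thinning depths, detection limits, G2/M cut-offs and numbers of variable genes. Single blocks of columns, leaving out each cell in turn, leaving out particular cells and ERCC scaling without the cell with the most ERCC reads were added after the data were seen.

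Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16 (for TMM factors only) were used. The ratio and list calculations were tested on simulated counts of 46078 genes for the comparison of mature mast cells with BMCPs, with 200 changed genes. Genes raised by a true log2 ratio of 2 had a median recovered ratio of 2.04, lowered genes had -1.97, and 100% of changed genes had the right sign. Unchanged genes at 50 CPM or more spread from -0.57 to 0.68 over their central 95%. Each gene was drawn with the same spread between cells (gamma-Poisson, dispersion 2), which was not fitted to these data. So neither the recovery nor this range applies to genes whose real spread between cells is wider.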

Results

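Read counts were obtained for 94 mature mast cells and 95 BMCPs from the mouse peritoneal cavity, the series being about late differentiation of mast cells. The 94 mature mast cells had a median of 1255267 endogenous reads, with a range from 561600 to 2152221. The 95 BMCPs had a median of 1233201 and a range from 3978 to 2091665. BMCP number 6, with 3978 endogenous reads, and BMCP number 93, with 36972, fell below the read minimum and were left out. The 94 kept mature mast cells held 118831096 endogenous reads in total, and the 93 kept BMCPs held 119524686. Because no cell could be assigned to a mouse, each group was 1 pooled sample without replicates. The differences below therefore have no replicate check. Their intervals cover counting error or, for shares of cells, the draw of cells, and never differences between mice.

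The first comparison asked whether RNA of the sort markers followed the gates. Itgb7 (ENSMUSG00000001281; chromosome 15, 102215995 to 102231944 in GRCm38) encodes the integrin chain that separated the gates. It had 1292 CPM in mature mast cells (95% interval 1285 to 1298) and 1537 CPM in BMCPs (1530 to 1544), a log2 ratio of -0.25 for mature over BMCP. This equalled the median log2 ratio of -0.25 over the 10556 genes with at least 5 CPM in either group, so relative to all genes Itgb7 was not shifted. ERCC scaling moved the Itgb7 ratio most, to 0.66, and moved the median of all genes to 0.67. BMCP number 55 held 13.7% of the BMCPs' ERCC reads, and without it these values were 0.45 and 0.47. Itgb7 had at least 50 reads in 90 of 94 mature mast cells (95.7%, 89.5 to 98.8) and in 81 of 93 BMCPs (87.1%, 78.5 to 93.2). The log2 ratio was -0.22 for Kit, 0.31 for Fcer1a, -0.15 for Fcer1g and -0.16 for Ms4a2. The signs for Kit, Fcer1g and Ms4a2 reversed under TMM and ERCC scaling, and those of Fcer1g and Ms4a2 also when the granule list was left out of the totals. Itga4 (ENSMUSG00000027009; chromosome 2, 79255426 to 79333123), an integrin chain that pairs with β7, differed far more. It had 5.63 CPM in mature mast cells (5.21 to 6.07) and 221.5 CPM in BMCPs (218.8 to 224.1), a log2 ratio of -5.07. At least 50 Itga4 reads were found in 4 of 94 mature mast cells (4.26%, 1.17 to 10.5) and in 41 of 93 BMCPs (44.1%, 33.8 to 54.8).

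Xist had 190.5 pooled CPM in mature mast cells and 316.1 in BMCPs, but the median over cells went the other way, at 138.5 CPM in mature mast cells and 41.2 CPM in BMCPs. The pooled log2 ratio of -0.73 was -0.36 without BMCP number 40, which held 8717 of the 37787 BMCP reads. That cell passed the filter, but had 8.17% mitochondrial reads, where the median of kept BMCPs was 0.88%. It also had 2394 detected genes, the fewest of any kept cell. With BMCP number 40 kept, the Xist ratio was 0.18 under ERCC scaling and -0.03 when BMCP number 55 was left out of that scaling. The 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 10 reads in all mature mast cells and 13 in all BMCPs, with at most 2 in any cell.

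The second comparison measured the list named mast cell granule. Not all of its genes encode granule contents, Mrgprb1 and Mrgprb2 being receptors. The 10 genes of the list took 28.5% of pooled endogenous reads in mature mast cells and 17.6% in BMCPs, a difference of 10.9 percentage points. The per-cell median was 28.2% in mature mast cells, with quartiles of 26.1% and 30.7%. It was 17.03% in BMCPs, with quartiles of 8.77% and 22.7%. The mean of per-cell shares moved the difference most, to 11.3 percentage points. The list's median log2 ratio was 0.62, at the 99.5th percentile of matched random lists. This median weighs each gene alike, while the share of reads came mostly from 4 proteases. Together Cma1, Cpa3, Tpsb2 and Mcpt4 took 27.1% of reads in mature mast cells and 16.5% in BMCPs. Cma1 took 9.34% of reads in mature mast cells and 5.65% in BMCPs, Tpsb2 took 8.06% and 4.86%, and Cpa3 took 7.36% and 5.40%. Mcpt4 (ENSMUSG00000061068; chromosome 14, 56059629 to 56062313) took 2.31% and 0.586%, a log2 ratio of 1.98. The log2 ratio was 1.77 for Mrgprb1, 0.73 for Hdc and 0.52 for Ndst2. It was -0.17 for Srgn, -0.03 for Slc18a2 and -0.32 for Mrgprb2. The signs of Srgn and Slc18a2 reversed under TMM scaling, under ERCC scaling and without the granule list in the totals. The sign of Mrgprb2 reversed under ERCC scaling. Medians over cells were higher in mature mast cells for Slc18a2 (871.2 CPM against 806.9 in BMCPs) and Mrgprb2 (1387 CPM against 1202 in BMCPs). Of the mucosal mast cell list, Mcpt1 and Mcpt9 stayed at 3.92 and 2.90 CPM in mature mast cells and at 1.77 and 1.26 CPM in BMCPs, with no cell at 50 reads. Mcpt2 had 7.14 CPM in mature mast cells and 19.3 CPM in BMCPs, with 50 reads or more in 2 and 4 cells. Mature mast cell number 77 held 667 of its 848 mature mast cell reads, and without it the log2 ratio went from -1.32 to -3.00. BMCP number 28 held 819 of the 2312 BMCP reads of Mcpt2, and without it the log2 ratio was -0.75.

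**Figure D1:**
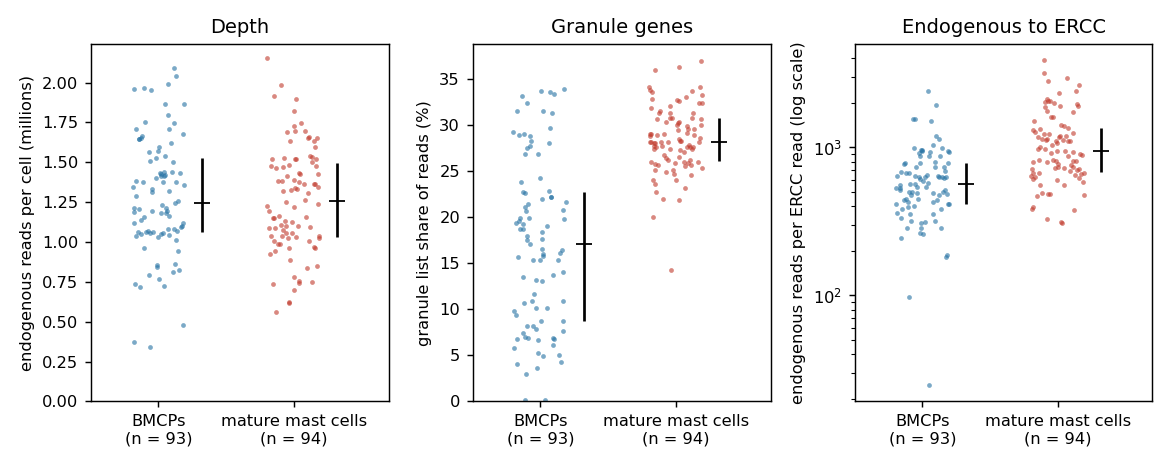
Endogenous reads per cell (axis scaled as labelled), the granule list's share of reads in percent, and endogenous reads per ERCC read on a log scale, for 93 BMCPs (blue) and 94 mature mast cells (red). Points are cells, and black marks give the median and quartiles. The depth medians were alike, while the granule share had a median of 17.03% in BMCPs and 28.2% in mature mast cells.

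RNA content relative to the spike-in was compared next. Mature mast cells had a median of 939 endogenous reads per ERCC read, with quartiles of 680 and 1348. BMCPs had a median of 562, with quartiles of 412 and 781. The log2 ratio of the medians was 0.74, and the ratio of pooled sums moved it most, to 0.91, or 0.71 without BMCP number 55. This measure assumes that every well received the same amount of spike-in RNA. After thinning, a median of 2903 genes was detected per mature mast cell (quartiles 2704 and 3159) and 2469 per BMCP (quartiles 2192 and 2779). Without thinning the medians were 4134.5 and 3750. The difference of 434 genes fell to 280.5 when at least 5 reads were required.

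Genes were then ranked by the ratio of the pooled profiles. The ranking covered genes with at least 50 CPM in the higher group and a read in at least 50% of its cells. A single read counted, so the rule does not show that most cells of the group expressed the gene. Of the 20 genes ranked below, only Gzmb, Gpm6a, Wfdc1, Kalrn and Mcpt4 had 50 reads in over 50% of the higher group's cells. The smallest such shares were 23.7% of BMCPs for Maf and 24.5% of mature mast cells for Zfand5. Cd74, with a log2 ratio of -8.42, was read in only 36 of 93 BMCPs and so was not ranked. Gzmb (ENSMUSG00000015437; chromosome 14, 56258838 to 56262260) had the largest ratio in favour of BMCPs with 1 CPM added to each value. It had 4714 CPM in BMCPs (4701 to 4726) and 3.39 CPM in mature mast cells (3.07 to 3.74), a log2 ratio of -10.07. The 403 Gzmb reads of mature mast cells were spread over 89 cells with at most 12 each. Its order against Scin rested on the added 1 CPM, since Scin had 0.42 CPM in mature mast cells, below that amount. Without the addition BMCPs had 1390 times the CPM of mature mast cells for Gzmb and 1436 times for Scin. If such low mature counts are wrong-well reads, a hypothesis taken up below, these folds and the -10.07 are lower bounds. The next log2 ratios in favour of BMCPs were -8.73 for Scin, -7.64 for Lag3, -6.72 for Mcpt8, -5.07 for Itga4, -5.04 for Nkg7, -4.04 for Maf, -3.94 for Napsa, -2.99 for Abhd15 and -2.98 for Acap1. In favour of mature mast cells the log2 ratio was 2.69 for Timp2, 2.62 for Gpm6a, 2.61 for Actr3b, 2.22 for Wfdc1, 2.22 for Pcp4l1, 2.21 for Lsamp, 2.13 for Zfand5, 2.10 for Kalrn, 2.03 for Plbd2 and 1.98 for Mcpt4. Single cells moved 6 of these ratios by over 1.5 times. Without mature mast cell number 20 that of Lag3 was -8.50, without number 93 that of Mcpt8 was -7.33, without number 52 that of Maf was -4.63 and without number 80 that of Napsa was -4.98. Without BMCP number 71 that of Timp2 was 3.29, and without BMCP number 50 that of Wfdc1 was 2.81. These 20 directions held under every alternative tried, but the ranks did not. In either block of columns alone, 4 of the 10 genes in favour of mature mast cells stayed among the top 10. For the genes in favour of BMCPs, 8 stayed in block 1 and 6 in block 2.

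Several of these genes divided the BMCPs. Gzmb reached 100 CPM in 60 of 93 BMCPs (64.5%, 53.9 to 74.2) and in 0 of 94 mature mast cells (0 to 3.85%). Mcpt8 reached 100 CPM in 39 of 93 BMCPs (41.9%, 31.8 to 52.6) and in 6 of 94 mature mast cells (6.38%, 2.38 to 13.4). Mcpt4 reached 1000 CPM in 34 of 93 BMCPs (36.6%, 26.8 to 47.2) and in 90 of 94 mature mast cells (95.7%, 89.5 to 98.8). Mrgprb1 reached 100 CPM in 42 of 93 BMCPs (45.2%, 34.8 to 55.8) and in 94 of 94 mature mast cells (100%, 96.2 to 100). Among the BMCPs, 50 had Gzmb without Mcpt4 at these levels, 24 had Mcpt4 without Gzmb, 10 had both and 9 had neither.

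**Figure D2:**
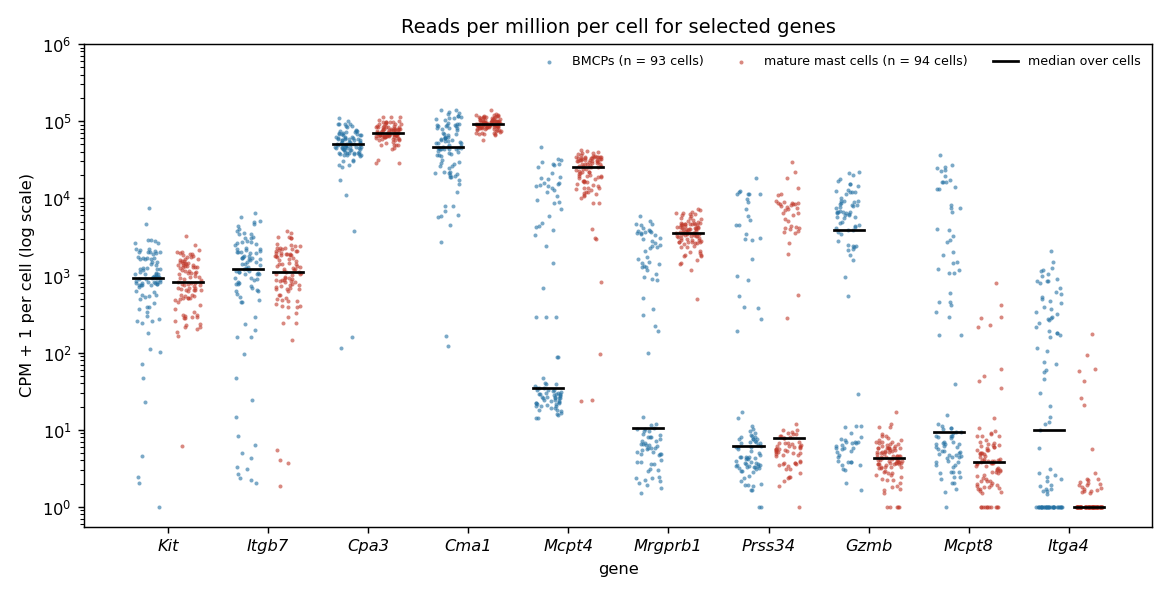
CPM + 1 per cell on a log scale for 10 genes in 93 BMCPs (blue) and 94 mature mast cells (red). Each point is a cell and black lines are medians over cells. Gzmb reached 100 CPM in 60 BMCPs and in 0 mature mast cells, while Itgb7 and Kit overlapped between the groups.

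Genes of basophils were examined because the progenitor's cell type label joins both lineages. The 4 basophil genes above the minimum split in direction, with 2 higher in each group. Their median log2 ratio of -1.21 lay at the 0.21st percentile of random lists. Mcpt8 and Itga2 were higher in BMCPs, with log2 ratios of -6.72 and -3.10. Mature mast cell number 65 held 344 of the 455 Itga2 reads of its group, and without it the Itga2 ratio was -4.42 and the list median -1.86. In the other direction, BMCP number 53 held 1679 of 4841 Itga2 reads, and without it the Itga2 ratio was -2.53. At least 50 Itga2 reads were found in only 8 of 93 BMCPs. Without mature mast cell number 93, which held 1301 of 3587 reads, the Mcpt8 ratio was -7.33. Prss34 and Cd200r3 were higher in mature mast cells, with log2 ratios of 0.88 and 0.69. Prss34 reached 100 CPM in 37 of 94 mature mast cells (39.4%, 29.4 to 50.0) and in 26 of 93 BMCPs (27.96%, 19.1 to 38.2), and these intervals overlapped. Cebpa had 0 reads in either group, which allows up to 0.0252 CPM in mature mast cells and 0.0251 CPM in BMCPs by counting alone.

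Progenitor genes had a median log2 ratio of -0.60 over 3 genes, at the 18.7th percentile, with 0.30 under ERCC scaling and 0.087 under that scaling without BMCP number 55. Cd34 had a log2 ratio of -1.40, Meis1 -0.60 and Myb 0.06, and the signs of Meis1 and Myb reversed under some alternatives, Myb being -0.03 without mature mast cell number 49. Sox4 stayed under 5 CPM in either group, Flt3 had 29 reads, all in BMCPs, and Mpo and Prtn3 had 0 reads. Transcription factors had a median log2 ratio of -0.37 over 5 genes, at the 32.0th percentile, and 0.54 under ERCC scaling. Runx1 had 16.9 CPM in mature mast cells and 105.1 CPM in BMCPs, a log2 ratio of -2.57. The log2 ratio was 0.61 for Gata1, -0.42 for Gata2, -0.37 for Mitf and -0.25 for Spi1, and the last 3 were positive under ERCC scaling. The median over cells went the other way for Mitf, at 44.6 CPM in mature mast cells and 24.1 CPM in BMCPs. It did so for Spi1 too, at 136.5 CPM in mature mast cells and 1.62 CPM in BMCPs. For Gata1 and Gata2 it went the same way as the pooled ratio.

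Immediate early genes had a median log2 ratio of -1.49, with all 8 genes above the minimum higher in BMCPs, below every one of the 10000 random lists. ERCC scaling moved this median most, to -0.41. The log2 ratio was -2.42 for Jun, -1.31 for Junb and -0.80 for Ier2, the last 0.10 under ERCC scaling and -0.11 when BMCP number 55 was left out of it. Ribosomal protein genes had a median of -0.61 over 61 genes, at the 0.3rd percentile, 0.25 under ERCC scaling and 0.081 under that scaling without BMCP number 55. All 87 genes of the list together had only 2055 CPM in mature mast cells and 3429 CPM in BMCPs. Reads shared with near-identical genes may be missing from these counts, which cannot be told from them, so this list is uncertain. Rps3, Rpl4 and Rps9 had log2 ratios of -1.02, -1.09 and -0.91, and that of Rps9 was 0.00235 under ERCC scaling and -0.18 when BMCP number 55 was left out of it.

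The G2/M list had a median log2 ratio of 0.73 over 32 genes, above all 10000 random lists, but the sum of its reads differed by a log2 ratio of only 0.12. The list median ranged from 0.15 without mature mast cell number 59 to 1.21 without BMCP number 48, was -0.45 in block 1 and 2.57 in block 2, and was -0.35 without the 3 cells that had at least 20 list genes. At least 10 G2/M genes were detected in 4 of 94 mature mast cells (4.26%, 1.17 to 10.5) and in 1 of 93 BMCPs (1.08%, 0.0272 to 5.85), intervals that overlapped. Within 2 genes of this cut-off lay 5 mature mast cells and 1 BMCP. At least 5 genes were detected in 51 of 94 mature mast cells (54.3%, 43.7 to 64.6) and in 21 of 93 BMCPs (22.6%, 14.6 to 32.4), intervals that did not overlap, with 72 and 62 cells within 2 genes of that cut-off. These intervals treat cells as independent, so they give no test between the groups. The median number of G2/M genes per thinned cell was 5 in mature mast cells (quartiles 4 and 6) and 3 in BMCPs (quartiles 2 and 4). More genes of any kind were also detected per mature mast cell. Kif23, Lbr and Smc4 had log2 ratios of -0.91, 0.26 and 0.74. That of Kif23 was -0.37 without BMCP number 55 and 0.33 under ERCC scaling without that cell. The median of Kif23 over cells went the other way, at 106.5 CPM in mature mast cells and 3.12 CPM in BMCPs. The S phase list had a median of 0.04, a mean of 0.32 and a ratio of summed reads of -0.32, so its direction depended on the summary. Rfc2, Mcm3 and Slbp had log2 ratios of -0.59, -0.03 and 0.01, that of Rfc2 being positive under ERCC scaling. Mcm3 was 0.43 without BMCP number 52 and Slbp was -0.06 without mature mast cell number 40, so neither had a settled direction.

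**Figure D3:**
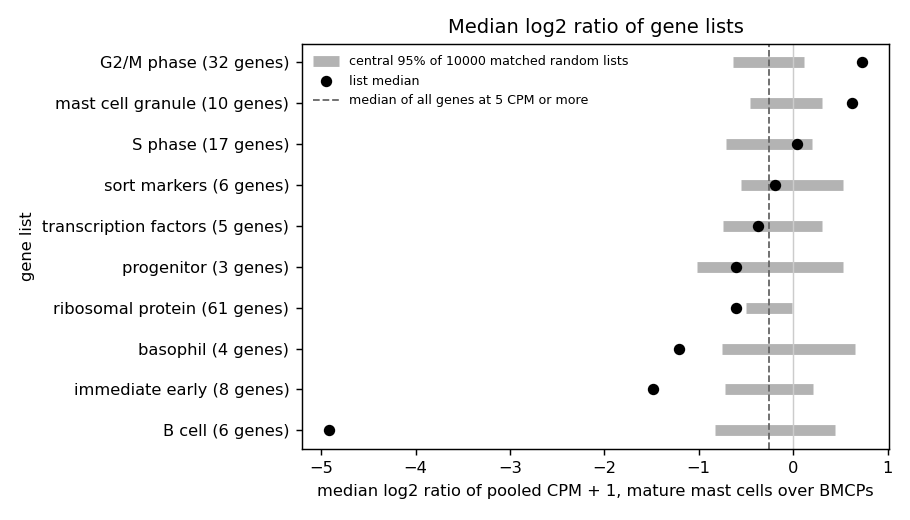
Median log2 ratio of pooled CPM + 1, mature mast cells over BMCPs, for gene lists with at least 3 genes over the minimum (black points). Grey bars span the central 95% of 10000 matched random lists, and the dashed line is the median of all genes at -0.25. The G2/M and granule lists lay above their bars at 0.73 and 0.62, and the B cell list lay far below at -4.92.

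Lists of other cell types were measured to look for foreign cells or RNA. The B cell list had a median log2 ratio of -4.92, with 90.8% of its BMCP reads in BMCP numbers 46 and 80. Cd74 had a log2 ratio of -8.42, Ighm -0.65 and Cd79b -1.91. Without these 2 cells the ratio was -0.67 for Cd74, 0.54 for Ighm and 1.20 for Cd79b, so the last 2 reversed. Without BMCP number 46 alone that of Cd74 was -6.57 and that of Ighm -0.00106, and without BMCP number 80 alone that of Cd79b was -0.996. Without mature mast cell number 21, which held 1508 of 3157 reads, that of Cd79b was -2.78. Ighm also turned positive under ERCC scaling and without the deepest cells. Of the macrophage list only Apoe passed the minimum, with 5749 CPM in mature mast cells and 3410 CPM in BMCPs, and it was read in every kept cell. Lyz2 had 412 reads in mature mast cells, 410 of them in a single cell, and 0 in BMCPs, and Cd68 had 0 and 298. Of the T cell list Lck had 858 reads in BMCPs, 856 of them in BMCP number 44, and 0 in mature mast cells, and its log2 ratio of -3.03 was -0.02 without that cell. Of the eosinophil list Ccr3 had 1901 reads in 6 BMCPs, 1684 of them in BMCP number 53, and 0 in mature mast cells, and its log2 ratio of -4.08 was -1.51 without that cell. Siglecf had 395 reads in mature mast cells, 394 of them in a single cell, and 2 in BMCPs. The neutrophil list had 10 reads in mature mast cells and 1 in BMCPs, and the erythroid list had 7 and 0.

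The last comparison asked how far the groups separated as whole profiles. Of the 10 nearest neighbours, a mean of 78.5% for mature mast cells and 73.4% for BMCPs came from the cell's own group, where chance gives 49.7%. Component 1 held 5.65% of the variance. On it, 24 of 93 BMCPs (25.8%, 17.3 to 35.9) and 4 of 94 mature mast cells (4.26%, 1.17 to 10.5) lay on the other group's side of the midpoint. The mean own-group share over all cells was 75.99%, and block 2 alone moved it most, to 67.2%.

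**Figure D4:**
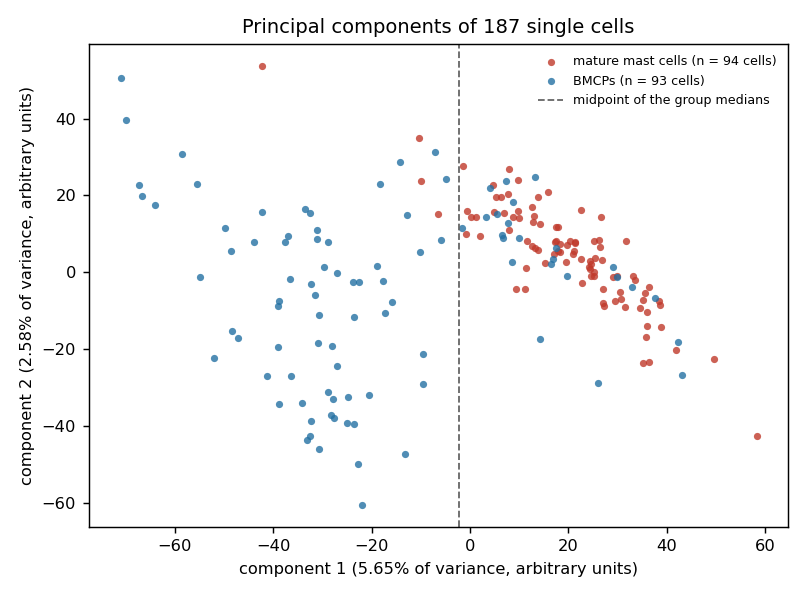
Components 1 and 2 (arbitrary units; 5.65% and 2.58% of the variance) of 94 mature mast cells (red) and 93 BMCPs (blue). The dashed line is the midpoint of the group medians on component 1. It was crossed by 24 BMCPs and 4 mature mast cells.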

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

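Single blocks of columns, leaving out each cell in turn, leaving out the cell with most reads of a gene, leaving out the G2/M-rich cells, leaving out the 2 cells with B cell genes and ERCC scaling without BMCP number 55 were chosen after the data were seen; the other alternatives were planned. The stricter cell filter left out no further cell and so tested nothing. List medians and the median of all genes were called the same within a log2 difference of 0.05, and genes per cell within 25 genes, tolerances set by choice rather than by error. For the results whose values moved or reversed under the alternatives below, the cause was not tested except where stated. No paired analysis was possible because the results come from no test and a cell's number names only the cell.

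ERCC scaling raised all ratios by its own construction, since BMCPs had more ERCC reads. It took Itgb7 to 0.66, the median of all genes to 0.67, and the list medians to 0.72 for sort markers, 1.54 for granule, 0.30 for progenitor, 0.54 for transcription factor, 0.92 for S phase, 1.64 for G2/M, -0.41 for immediate early and 0.25 for ribosomal protein genes. Signs reversed for Kit (0.69), Fcer1g (0.76), Ms4a2 (0.76), Srgn (0.74), Mrgprb2 (0.60), Slc18a2 (0.88), Meis1 (0.30), Gata2 (0.49), Mitf (0.54), Spi1 (0.66), Rfc2 (0.32), Ier2 (0.10), Ighm (0.26), Xist (0.18) and Rps9 (0.00235).

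Part of that shift came from BMCP number 55, which held 38126 of the 277923 ERCC reads of the BMCPs (13.7%), where the next highest cell had 8326. That cell passed the filter, but had only 2479 detected genes, where the median of kept BMCPs was 3750. Leaving it out took the shift in scale from 0.91 to 0.71, which is also the ratio of pooled endogenous to ERCC reads. Itgb7 was then 0.45, the median of all genes 0.47, and the list medians 0.52 for sort markers, 1.33 for granule, 0.087 for progenitor, 0.33 for transcription factor, 0.71 for S phase, 1.46 for G2/M, -0.61 for immediate early and 0.081 for ribosomal protein genes. Signs were reversed for Kit (0.48), Fcer1g (0.57), Ms4a2 (0.56), Srgn (0.53), Mrgprb2 (0.39), Slc18a2 (0.69), Meis1 (0.087), Gata2 (0.28), Mitf (0.33), Spi1 (0.45), Rfc2 (0.13), Kif23 (0.33) and Ighm (0.049). Ier2 (-0.11), Xist (-0.030) and Rps9 (-0.18) no longer reversed.

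TMM scaling gave -0.0037 for Itgb7 and 0.0038 for all genes, and list medians of 0.057 for sort markers, 0.87 for granule, 0.28 for S phase, 0.97 for G2/M, -1.25 for immediate early and -0.38 for ribosomal protein genes. Signs reversed for Kit (0.023), Fcer1g (0.095), Ms4a2 (0.091), Srgn (0.075) and Slc18a2 (0.22). Totals without the granule list gave -0.046 for Itgb7 and -0.040 for all genes, and list medians of 0.014, 0.83, 0.24, 1.08, -1.11 and -0.43 in the same order. They reversed Fcer1g (0.052), Ms4a2 (0.048), Srgn (0.033) and Slc18a2 (0.17).

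The mean of per-cell CPM gave -0.28 for Itgb7, 0.14 for S phase, 0.94 for G2/M, -1.40 for immediate early genes and a granule share difference of 11.3 percentage points, and reversed Myb (-0.038). Without the 5 deepest cells of each group, Itgb7 was -0.33, G2/M 0.93, immediate early -1.37, the granule share difference 10.8 points, and Ighm reversed (0.093). Without a minimum CPM, S phase was -0.0097 and immediate early -1.31. With a minimum of 20 CPM, S phase was -0.0097, G2/M 0.26 and ribosomal protein -0.68. Leaving mitochondrial genes out of the totals gave a granule share difference of 10.9 points, and pooled sums gave 0.91 for endogenous to ERCC reads.

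Block 1 alone gave -0.18 for Itgb7, 0.54 for granule, -0.28 for S phase, -0.45 for G2/M, -1.81 for immediate early genes, 10.9 points for the granule share and 0.76 for endogenous to ERCC reads, and reversed Srgn (0.17) and Spi1 (0.51). Block 2 alone gave -0.32 for Itgb7, 0.52 for S phase, 2.57 for G2/M, -0.98 for immediate early, -0.71 for ribosomal protein and 0.045 for progenitor genes, 10.8 points for the granule share, 0.69 for endogenous to ERCC reads and 67.2% own-group neighbours, and reversed Slc18a2 (0.41) and Meis1 (0.072).

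Leaving out each cell in turn gave ranges of -0.28 to -0.19 for Itgb7, 0.59 to 0.65 for granule, -0.049 to 0.43 for S phase, 0.15 to 1.21 for G2/M, -1.71 to -1.35 for immediate early and -0.63 to -0.59 for ribosomal protein genes. The S phase extremes came without mature mast cell number 70 and without BMCP number 48, and those of G2/M without mature mast cell number 59 and without BMCP number 48. Without the 3 cells with at least 20 G2/M genes the G2/M median was -0.35 over 20 genes. The B cell list gave no median without BMCP numbers 46 and 80, since only 2 of its genes then passed the minimum. Ighm (0.54) and Cd79b (1.20) reversed without those 2 cells, and Cd74 was -0.67. The basophil median was -1.86 without mature mast cell number 65.

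Each named gene was also taken without the mature mast cell and without the BMCP that held most of its reads. Myb reversed to -0.030 without mature mast cell number 49, and kept its sign, at 0.27, without BMCP number 55. Mcm3 changed sign to 0.43 without BMCP number 52 and Slbp to -0.061 without mature mast cell number 40, and their ratios with all cells lay within counting error of 0, so neither was called reversed.

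The difference in genes per cell was 370.5 at 50000 reads, 384.5 without thinning, 280.5 with at least 5 reads and 493.5 without the granule list. G2/M cells at a cut-off of 5 genes were 54.3% of mature mast cells and 22.6% of BMCPs, and without thinning the shares at 10 genes were 7.45% and 6.45%. The granule share difference, the granule list median, the immediate early median, the endogenous to ERCC ratio and the difference in genes per cell kept their direction under every alternative run for them. Among the 66 named genes with alternatives, Itgb7 included, 19 reversed under at least 1 of the settings other than leaving out single cells.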

Other observations

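The tests below of wrong-well reads, free RNA, blocks, exchanged labels, the B cell genes and the later 2 of the G2/M tests were chosen after the result was seen. The tests of depth, cytotoxic lymphocytes, the progenitor gate, integrin partners and the first of the G2/M tests were chosen before their own values were computed. The cut-offs of 50 reads, 100 CPM and 10000 CPM that the depth, lymphocyte and gate tests use were nevertheless set after values had been seen, so these tests were not fixed in full beforehand.

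Gzmb had reads in 89 of 94 mature mast cells, but at most 12 in any of them. The order of the columns and the label numbers rebuild a grid of 2 blocks, each holding both groups, although the labels do not say which plate a cell was on. A total of 23 genes had at least 2000 reads with at least 90% of them in 1 cell, from 6 source cells. Wells sharing a grid row or column with the source cell held 1 to 49 reads of such a gene in 25.75% of cases (103 of 400). Other wells of the same block did so in 1.596% (28 of 1754) and wells of the other block in 1.29% (28 of 2170), and 1000 random placements of the wells gave at most 12.1%. RNA floating in the sorted suspension would reach wells at a like rate, which the 1.596% in wells without a shared row or column argues against for these genes. The pattern is consistent with reads assigned to the wrong well through a shared index, which stays a hypothesis. The Gzmb reads in mature mast cells amounted to 1.22 per 10000 Gzmb reads of the BMCP wells sharing a row or column. No biological explanation of these low counts was tested.

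High Gzmb was present in part of the BMCPs, with only 1 of 93 cells between 20 and 500 CPM. Depth was tested by thinning, after which 64.5% of BMCPs reached 100 CPM (60 of 93), the same 60 cells as before it. With only 1 cell between 20 and 500 CPM, thinning could hardly move a cell across 100 CPM. So this test could not decide on depth. Cytotoxic lymphocytes in the sort would lack mast lineage genes, but 60 of 60 BMCPs with at least 50 Gzmb reads had Cpa3 at 10000 CPM or more, and 55 of 60 had Kit at 100 CPM or more. Of the 8 NK cell genes, Prf1 had 119 reads in 1 BMCP, Klrk1 had 1 read in a mature mast cell and the other 6 had 0. A block did not account for the high Gzmb, with 58.7% of BMCPs in block 2 (43.2 to 73.003) and 70.2% in block 1 (55.1 to 82.7). An exchange of labels between the groups would need mature mast cells with Gzmb, and 0 of 94 reached 100 CPM. Mature mast cells falling inside the progenitor gate remain open. On component 1, 72.7% of BMCPs under 50 Gzmb reads (24 of 33) lay on the mature side, against 0 of 60 with at least 50 reads. Gzmb and genes that go with it may help to set that component, which was not computed without them. So mature mast cells in the gate cannot be told apart here from BMCPs close to maturity. A difference in stage among the sorted BMCPs also stays open and was not tested.

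The G2/M list median was higher in mature mast cells, at 0.73. The idea that a few cells produced it was put in 3 forms, and the first 2 were not met. The form set beforehand required the 5 richest mature mast cells to hold over 50% of the group's list reads, and they held 31.9%. A second form required the mature mast cells with at least 20 list genes, numbers 59 and 70, to hold over 50% of the median list gene's reads, and they held 48.5%. The third, chosen after both of these and after the value itself had been computed, asked whether the sign of the median rested on the 3 cells with at least 20 list genes, BMCP number 48 included. Without them the median was -0.35, near the -0.25 of all genes. Because those cells were picked by the list itself, and 2 of the 3 were mature, their removal lowers the median in part by construction. So whether the sign rests on these 3 cells or on more cells cannot be told apart by this value. A median of 5 list genes per thinned mature mast cell (quartiles 4 and 6) against 3 per BMCP (quartiles 2 and 4) shows a difference in detection across more than these cells, beside the higher number of all genes detected in mature mast cells. A difference in division between the groups was not tested.

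BMCP numbers 46 and 80 carried B cell genes. Cd79a had 9783 reads in number 46 and 5576 in number 80, and Cd74 had 101528 and 37276. The question was first put for number 46 and extended to number 80 after its values were seen. Cpa3 reached at most 160.4 CPM in these cells, while the lowest of the other 91 BMCPs had 3729 CPM. Their 230 and 137 Cpa3 reads were of the order of the 174 and 168 that wrong-well reads at the Gzmb rate would give, and each had 3 Kit reads. A candidate explanation is that B cells were sorted into these wells. The list is not specific by itself, since Ighm had at least 50 reads in 45 mature mast cells and Cd79b in 7. No biological explanation was tested.

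Itga4 differed by a log2 ratio of -5.07 while Itgb7 differed by -0.25, although the gates separated the cells by surface integrin β7. Surface β7 may follow its α4 partner rather than Itgb7 RNA. Itgae, which encodes the other partner of β7, had a log2 ratio of -1.90, but with 7 reads in mature mast cells and 354 in BMCPs, 353 of them in 1 cell, it was too sparse to decide. Itgb1, which encodes another partner of α4, had a log2 ratio of 0.37. Surface protein was not measured in these files, so the explanation stays untested beyond these RNA values.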
